A study of Arabidopsis thaliana with 12 samples.

How the data were processed

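Messenger RNA was measured by sequencing in 12 libraries from Arabidopsis thaliana (accession Col-0). Plants aged 5 to 6 weeks, grown at 22 °C with 12 h of light per day, received 50 µM abscisic acid (ABA) or the ethanol vehicle by spray, and RNA was taken 4 h later. The libraries form 6 groups of 2 biological replicates: guard cell preparations, wild-type leaves and abf1/2/3/4 mutant leaves, each with ABA and as control. Per the labels' protocols, guard cell RNA came from isolated epidermal fragments and was purified with a Qiagen RNeasy kit, and leaf RNA was purified with a Spectrum kit, so guard cells and leaves differ in isolation and in kit as well as in cell type. TruSeq V2 mRNA libraries were made from both, per the labels.

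The deposited table holds raw read counts per gene locus, with 1 column per library and no normalization, as its whole numbers and unequal column totals show. The aligner, the counting program, the annotation and the genome build are not stated in the labels. Whether the counting used strand is not stated either. The table lists 36796 loci. The identifiers of 36632 of them matched the reference gene table of assembly TAIR10.1, which was used for gene symbols, for which loci overlap or neighbour each other, for GC content and exon length, and for upstream sequence. Coordinates are not given, because the build behind the counts is unknown. All 22341 tested loci matched and had a GC content and an exon length, and 8782 of them had a symbol. The 164 chloroplast and mitochondrial loci are listed at 0 in every library.

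Library totals ran from 25294558 to 47116819 counts. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr (at least 10 counts as its minimum) over the 6 groups, libraries were scaled with TMM factors, and all 12 libraries entered one quasi-likelihood fit of 6 group means without a replicate term, which leaves 6 residual degrees of freedom per gene. The test was edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over all tested genes within each of 7 contrasts. A gene was called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes are the fold change divided by the square root of F. Normalised read counts (cpm, from the cpm function of edgeR with TMM-scaled totals) are given as mean ± SD of 2 replicates. Principal components used log2 cpm with a prior count of 2. Where every library of a group had 3 counts or fewer, the fold is given as a lower bound, computed against 3 counts, and no fold is given where both groups are that low. Tests give counting and replicate error only.

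The 7 contrasts were ABA against control in guard cells, in wild-type leaves and in mutant leaves, the difference of the ABA response between guard cells and wild-type leaves (the material interaction), the difference between mutant and wild-type leaves (the genotype interaction), and guard cells and mutant leaves each against wild-type leaves at control. Genes called in guard cells were also followed as sets in both leaf genotypes, with the limma test fry, and with camera beside it, on their genotype interaction, adjusted over the risen and the fallen set. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over 8 lists and 7 contrasts (56 tests).

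The groups, the tests, most alternatives, the rule for naming genes and the 8 gene lists with 88 genes were fixed before the data were examined. The lists were ABA response, PYR/PYL ABA receptors, guard cell, mesophyll, epidermis, vasculature, wounding and touch, and the targeted genes ABF1 to ABF4. Names of 87 list genes matched the reference, the guard cell gene listed as GC1 is given by its locus AT1G22690, and 83 list genes passed the filter. Named genes were ABF1 to ABF4, a panel marked in the lists, and for each contrast the 3 rising and 3 falling genes with the largest absolute log2 fold change among called genes whose libraries did not overlap between groups and whose higher group averaged at least 5 cpm. A list of 17 salicylic acid genes and a second vein list of 15 genes were written later.

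The alternatives chosen beforehand were RLE, upper quartile and total-count scaling, no filter beyond 1 count, a minimum mean of 50 counts, DESeq2's Wald test, only the libraries of the groups compared, a replicate term, organelle loci left out, thinning to the smallest total, leaving out each library in turn, an adjusted p under 0.01, and a minimum absolute log2 fold change of 1. An offset for GC content and exon length, and leaving out loci with over 25% of their exon bases in another locus, were added after seeing the data. Groups of 2 allow no count of other sample splits. No correlation across samples was computed.

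The code was tested on simulated data. With 200 of 21910 genes changed 2-fold in guard cells, edgeR recovered 86.5% of the changed genes, all in the right direction, with 4.42% of 181 calls among unchanged genes. The material interaction recovered 68% with 9.93% of 151 calls among unchanged genes, above the nominal 5%, and the contrasts with no change gave 0 calls. DESeq2 recovered 85% with 12.4% of 194 calls among unchanged genes. The planted motifs were found in 100% of 200 simulated promoters, and a list of 15 unchanged genes lay at percentile 26.4 of random lists.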

Results

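Abscisic acid (ABA) is a plant hormone that closes stomata during drought. Gene expression after 4 h of 50 µM ABA or of the ethanol vehicle (control) was measured by RNA sequencing in 12 libraries, with n = 2 biological replicates in each of 6 groups. The groups came from 3 plant materials: wild-type guard cell preparations, which are isolated epidermal fragments, wild-type whole leaves, and whole leaves of the abf1/2/3/4 mutant, which carries mutations in 4 genes for ABA-responsive transcription factors, ABF1 to ABF4. Totals were 26320766 and 30253362 counts in the guard cell control libraries, 26823957 and 25294558 with ABA, 37571130 and 42933997 in the wild-type leaf control libraries, 32807333 and 47116819 with ABA, 27421060 and 25852946 in the mutant leaf control libraries, and 45139650 and 26351329 with ABA.

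Of 36796 listed loci, 8021 had no count in any library and 22341 passed the low-count filter and were tested. Among 21414 loci averaging at least 10 counts, 27 pairs of loci carried identical counts in all 12 libraries. Each of these pairs overlapped, 26 of them on opposite strands. Of the tested loci, 12.3% had over 25% of their exon bases inside another locus, so the counts of such loci may not be separate measurements. The biological coefficient of variation across the 6 groups was 8.98%. Among genes averaging at least 100 counts, the number that differed over 2-fold between replicates was 11 in guard cell control, 7 in guard cell ABA, 47 in wild-type leaf control, 71 in wild-type leaf ABA and 20 in mutant leaf ABA. It was 329 of 15944 genes (2.06%) in mutant leaf control. The first principal component held 49.8% of the variance and the second 32.9% of log2 cpm, and the 4 leaf control libraries lay together on these components.

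**Figure D1:**
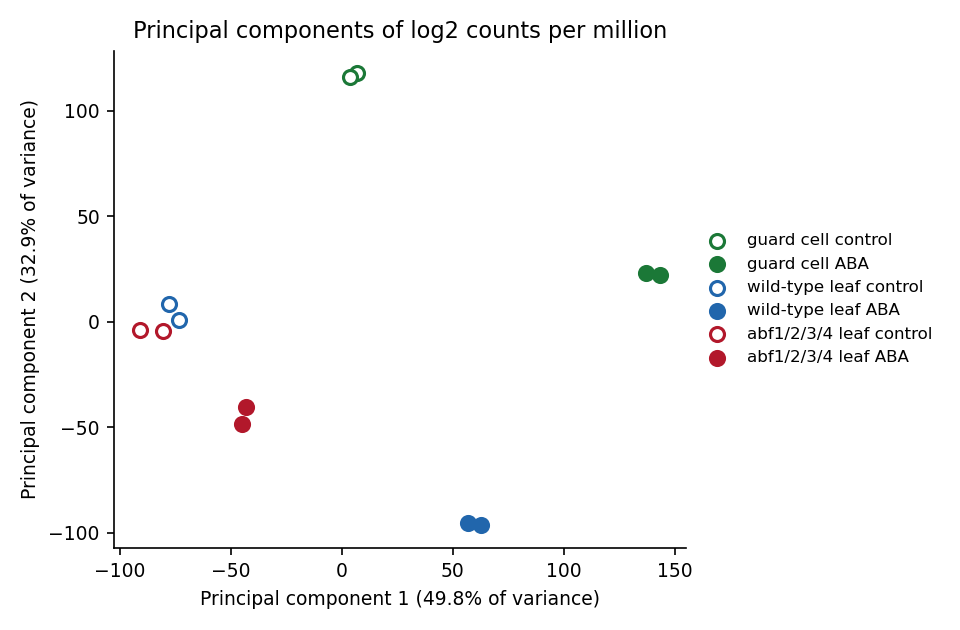
The first 2 principal components of log2 cpm for the 12 libraries (component scores, arbitrary units). Open circles are control and filled circles ABA, coloured by plant material; the guard cell and wild-type leaf groups move far to the right with ABA, and the mutant leaf groups move less.

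The targeted genes were examined first. ABF1 (AT1G49720) had 49.5 ± 0.94 cpm in guard cell control, 85.1 ± 5.61 in guard cell ABA, 59.8 ± 2.32 in wild-type leaf control, 130.1 ± 9.21 in wild-type leaf ABA, 33.3 ± 4.16 in mutant leaf control and 47.7 ± 0.666 in mutant leaf ABA (mean ± SD, n = 2 here and for all cpm values). In the same order, ABF2 (AT1G45249) had 16.0 ± 0.708, 122 ± 6.04, 18.4 ± 0.482, 143 ± 2.98, 8.38 ± 0.311 and 11.7 ± 0.161 cpm. ABF3 (AT4G34000) had 24.4 ± 0.812, 465 ± 23.3, 18.3 ± 2.27, 547 ± 1.68, 2.62 ± 0.333 and 13.4 ± 0.148 cpm. ABF4 (AT3G19290), with a share of 0.291 of its exon bases inside another locus, had 30.4 ± 0.106, 122 ± 8.99, 31.2 ± 1.01, 86.5 ± 0.339, 2.39 ± 0.166 and 2.60 ± 0.281 cpm. At control, the 4 genes were lower in mutant than in wild-type leaves by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was -0.84 (SE 0.09, adjusted p = 2.510e-04) for ABF1, -1.13 (SE 0.07, adjusted p = 1.694e-05) for ABF2, -2.80 (SE 0.12, adjusted p = 4.425e-07) for ABF3 and -3.70 (SE 0.10, adjusted p = 4.922e-09) for ABF4. Reads from all 4 genes remained in the mutant. With ABA, ABF3 rose in the mutant by 2.35 on the log2 scale (SE 0.12, adjusted p = 1.087e-06), against 4.90 in wild-type leaves (SE 0.10, adjusted p = 1.172e-10). The change of ABF4 in the mutant, 0.14 (SE 0.12), was within error (adjusted p = 0.518) and fell to -0.02 under total-count scaling.

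**Figure D2:**
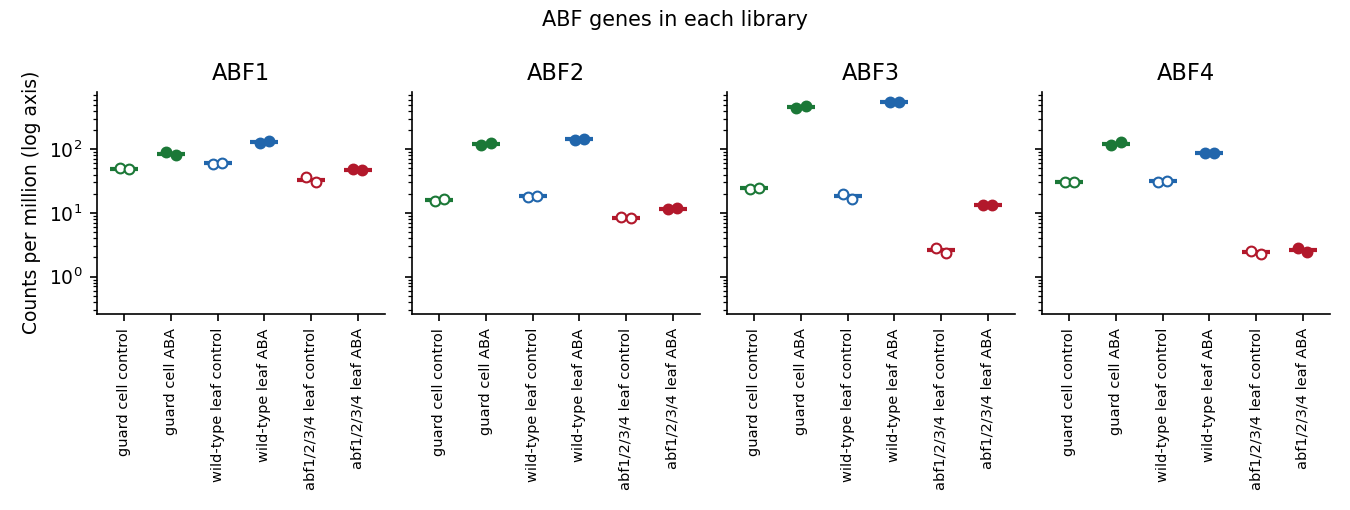
Normalised counts (cpm, log axis) of ABF1 to ABF4 in each library, with the group mean as a bar. Open circles are control and filled circles ABA; each library labelled mutant lies below every wild-type leaf library of the same treatment for the 4 genes.

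The first comparison asked which genes respond to ABA in guard cells. Of 22341 genes, 12845 (57.5%) were called, 6483 higher and 6362 lower with ABA. A minimum absolute log2 fold change of 1 moved this count most, to 4778. The split depended on scaling: upper quartile factors gave 5260 higher and 7929 lower, and total-count scaling gave 3881 higher and 10860 lower. These scalings moved the median log2 fold change of all genes by -0.11 and -0.30, so fold changes here are relative to TMM factors, under which that median was -0.02. The rising genes named by rule were absent or nearly absent at control. GASA3 (AT4G09600) had 0 counts at control and 28.2 ± 2.54 cpm with ABA, at least 328-fold higher (edgeR adjusted p = 1.464e-07). AT5G45690 rose from 0 counts to 19.7 ± 2.30 cpm, at least 229.6-fold (edgeR adjusted p = 4.162e-07). AT3G17520 rose to 87.2 ± 10.4 cpm, at least 1014-fold (edgeR adjusted p = 1.023e-08). Of the falling genes, AT1G79770 went from 19.7 ± 1.59 cpm to 0 counts, at least 172-fold lower (edgeR adjusted p = 4.604e-08). RL1 (AT4G39250) fell from 14.1 ± 0.575 to 0.0579 ± 0.0296 cpm, at least 123-fold (edgeR adjusted p = 4.168e-07), and the ABA receptor gene PYL2 (AT2G26040) from 22.8 ± 2.58 to 0.115 ± 0.00507 cpm, with 3 counts in each ABA library (edgeR adjusted p = 4.662e-08).

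The second comparison asked the same of wild-type leaves. There, 13656 genes were called (61.1%), 6136 higher and 7520 lower with ABA, and 5267 of them had an absolute log2 fold change of at least 1. This split depended on scaling too: it was 6836 higher and 6732 lower with RLE factors, 6296 and 6038 with DESeq2, 6547 and 6485 with only the libraries compared, and 4973 and 9209 with total-count scaling. RLE factors moved the median of all genes by 0.07 and total-count scaling by -0.14. LEA7 (AT1G52690) rose from 0 counts to 358 ± 16.6 cpm, at least 4541-fold (edgeR adjusted p = 3.129e-09). AT3G17520 rose from 0 counts to 33.9 ± 2.26 cpm, at least 431-fold (edgeR adjusted p = 2.632e-08), and TSPO (AT2G47770) to 93.9 ± 8.51 cpm, at least 1192-fold (edgeR adjusted p = 3.789e-10). EXPA8 (AT2G40610) fell from 31.5 ± 7.89 to 0.0178 ± 0.0252 cpm, at least 351-fold (edgeR adjusted p = 4.814e-08), RL1 from 5.15 ± 1.75 cpm to 0 counts, at least 57.3-fold (edgeR adjusted p = 1.062e-06), and XTH31 (AT3G44990) from 12.4 ± 2.34 to 0.0122 ± 0.0172 cpm, at least 138-fold (edgeR adjusted p = 6.049e-08).

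The material interaction asked directly whether the response differs between guard cells and leaves. Across genes, which are not independent replicates, the log2 fold changes of guard cells and wild-type leaves had a Pearson correlation of 0.842 and a Spearman correlation of 0.782. Both tests called 10201 genes, where independent calls would give 7852, and 97.3% of them changed in the same direction: 4816 up and 5112 down, 9928 together. The other 273 changed in opposite directions. Another 2644 genes were called in guard cells and not in leaves, of which 626 (23.7%) had a called interaction, and 3455 in leaves and not in guard cells, of which 892 (25.8%) did. For the remaining genes of these 2 sets, a difference between materials was not shown. The interaction called 3362 genes, with a larger value in guard cells for 2204 and in leaves for 1158. This split also depended on scaling: it was 1610 to 1586 with RLE factors, 1102 to 2349 with total-count scaling and 1412 to 1435 with DESeq2. A larger value can be a weaker fall, so the split does not show which material responded more. Of the 3362 genes, 1562 were called in both materials in the same direction. Their absolute log2 fold change under TMM was larger in guard cells for 457 and in leaves for 1105. Total-count scaling moved the median interaction of all genes by -0.17. AT5G07080 rose from 0.990 ± 0.117 to 19.9 ± 1.71 cpm in guard cells and from 3.11 ± 0.401 to 5.51 ± 1.02 cpm in leaves, an interaction of 3.51 (log2, SE 0.24, edgeR adjusted p = 1.188e-05). MGL (AT1G64660) fell from 47.4 ± 3.11 to 13.4 ± 2.35 cpm in guard cells and rose from 7.44 ± 0.115 to 27.2 ± 1.53 cpm in leaves, an interaction of -3.70 (SE 0.16, edgeR adjusted p = 9.000e-07). GASA6 (AT1G74670) fell less in guard cells, by 2.76 on the log2 scale (SE 0.58, edgeR adjusted p = 0.0106). SULTR3;5 (AT5G19600) fell from 9.97 ± 0.372 to 2.36 ± 0.455 cpm in guard cells and from 2.62 ± 0.00863 cpm to at most 3 counts in leaves, and PYL2 fell in leaves from 1.97 ± 0.783 to 0.257 ± 0.191 cpm, less than in guard cells. For both of these genes, a group with at most 3 counts makes the fitted interaction depend on the prior count (SULTR3;5, edgeR adjusted p = 0.00811; PYL2, edgeR adjusted p = 0.00503). Prx37 (AT4G08770) had an interaction of -5.34 (SE 1.42, edgeR adjusted p = 0.0294) that rested on 1 library: its counts in wild-type leaf ABA were 11 and 166, and without replicate 2 the value was -2.76.

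**Figure D3:**
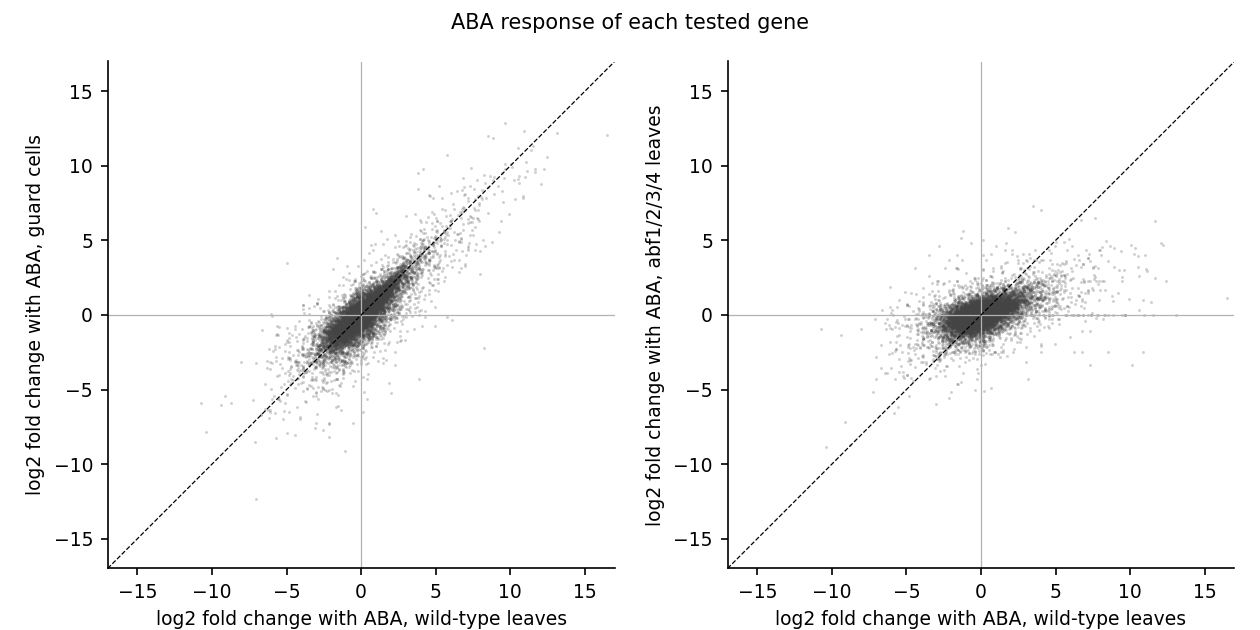
Log2 fold change with ABA of each tested gene in wild-type leaves (horizontal axis) against guard cells (left) and abf1/2/3/4 leaves (right), with equality as a dashed line. The guard cell values follow the leaf values (Pearson 0.842), and the mutant values lie closer to 0 (Pearson 0.546 with wild-type leaves); values of genes with almost no counts in a group depend on the prior count.

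Panel genes showed both patterns. RD29B (AT5G52300) rose from 0.170 ± 0.0237 to 378 ± 78.8 cpm in guard cells and from 0.314 ± 0.0114 to 857 ± 5.17 cpm in leaves, and its material interaction was within error (-0.32, SE 0.55, edgeR adjusted p = 0.743). RAB18 (AT5G66400) started from 46.0 ± 2.55 cpm in guard cells and 7.41 ± 1.77 cpm in leaves and reached 933 ± 104 and 1441 ± 11.6 cpm, an interaction of -3.27 (SE 0.19, edgeR adjusted p = 6.397e-06). The guard cell gene FAMA (AT3G24140) fell from 152 ± 0.647 to 10.7 ± 0.474 cpm in guard cells and from 16.1 ± 3.70 to 7.29 ± 0.368 cpm in leaves, an interaction of -2.68 (SE 0.21, edgeR adjusted p = 3.080e-05). MYB60 (AT1G08810) fell from 133 ± 2.20 to 6.67 ± 0.569 cpm and from 15.6 ± 1.46 to 1.83 ± 0.227 cpm, an interaction of -1.24 (SE 0.16, edgeR adjusted p = 7.500e-04). AT1G22690 fell from 607 ± 46.5 to 29.6 ± 3.44 cpm and from 49.1 ± 5.17 to 5.95 ± 0.544 cpm, an interaction of -1.31 (SE 0.17, edgeR adjusted p = 8.882e-04). SLAC1 (AT1G12480), with a share of 0.430 of its exon bases inside another locus, fell from 77.2 ± 2.20 to 33.8 ± 3.90 cpm in guard cells and rose from 7.88 ± 1.49 to 13.01 ± 0.418 cpm in leaves, an interaction of -1.91 (SE 0.16, edgeR adjusted p = 4.720e-05). KAT1 (AT5G46240) rose in both, from 168 ± 3.62 to 311 ± 17.6 cpm and from 17.4 ± 2.63 to 39.0 ± 9.61 cpm, with no detectable difference (-0.27, SE 0.24, edgeR adjusted p = 0.488).

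The next comparisons asked how far the leaf response depends on the ABF genes. In mutant leaves, 7679 genes were called (34.4%), 4223 higher and 3456 lower with ABA, and 1573 had an absolute log2 fold change of at least 1. Total-count scaling gave 2514 higher and 5868 lower and moved the median of all genes by -0.15. Of 6107 genes called in both leaf genotypes, 91.1% changed in the same direction. ILL5 (AT1G51780) rose from 0.300 ± 0.266 to 10.7 ± 4.92 cpm, CSLA01 (AT4G16590) from 0.718 ± 0.857 to 21.7 ± 1.77 cpm and EXPA16 (AT3G55500) from 2.89 ± 0.294 to 70.6 ± 2.71 cpm, with log2 fold changes of 5.10 (SE 0.49, edgeR adjusted p = 2.873e-05), 4.88 (SE 0.48, edgeR adjusted p = 3.232e-05) and 4.61 (SE 0.19, edgeR adjusted p = 3.492e-07). For ILL5 and CSLA01, leaving out mutant control replicate 1 raised the value to 6.51 and 7.56. The receptor gene PYL6 (AT2G40330) fell from 8.10 ± 2.73 to 0.0200 ± 0.0283 cpm, at least 84.4-fold (edgeR adjusted p = 2.127e-06). AT1G27020 fell from 140.2 ± 10.1 to 1.43 ± 0.104 cpm, a log2 fold change of -6.59 (SE 0.11, edgeR adjusted p = 1.958e-10), and AT4G21870 from 15.2 ± 5.64 to 0.183 ± 0.146 cpm, -6.16 (SE 0.36, edgeR adjusted p = 2.036e-06), or -7.50 without mutant ABA replicate 1.

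The genotype interaction called 7850 genes, 4484 with a larger and 3366 with a smaller value in the mutant, and 3244 with an absolute value of at least 1. A larger value can be a stronger rise or a weaker fall. Which side held more genes depended on the setting: RLE factors gave 3857 larger and 4020 smaller, DESeq2 3309 and 3579, and only the libraries compared 3254 and 3455. RD29B reached 0.647 ± 0.103 cpm in mutant leaves with ABA, from 0.344 ± 0.0929 at control, an interaction of -10.52 (SE 0.69, edgeR adjusted p = 2.228e-06). SAG29 (AT5G13170) reached 33.1 ± 0.302 cpm and AT5G40790 7.06 ± 0.265 cpm in wild-type leaves with ABA, and both had at most 3 counts in every mutant library, so that no fold was given in the mutant and the fitted interaction depends on the prior count (edgeR adjusted p = 0.00183 and 0.0117). EXPA8 stood at 25.6 ± 1.93 cpm at control and 13.2 ± 4.94 cpm with ABA in mutant leaves, and XTH31 at 16.8 ± 2.25 and 6.58 ± 0.474 cpm. Both had at most 3 counts in wild-type leaves with ABA, so that their fitted interactions also depend on the prior count (edgeR adjusted p = 4.403e-06 and 1.005e-05). GASA6 went from 24.2 ± 0.370 to 12.6 ± 5.45 cpm in the mutant and from 54.9 ± 11.5 to 0.729 ± 0.480 cpm in wild-type leaves, an interaction of 5.43 (SE 0.49, edgeR adjusted p = 1.613e-05). Panel interactions included -2.11 for RD29A (SE 0.20, edgeR adjusted p = 2.497e-05), -5.23 for RAB18 (SE 0.20, edgeR adjusted p = 1.993e-07) and 3.17 for MYB60 (SE 0.15, edgeR adjusted p = 4.090e-07), which changed by 0.10 in the mutant (SE 0.09, edgeR adjusted p = 0.433) and by -0.05 there under total-count scaling.

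Genes called in guard cells gave leaf values that were not selected on leaf libraries. The 6483 genes that rose in guard cells had a median log2 fold change of 0.66 ± 0.01 in wild-type leaves and 0.28 ± 0.02 in mutant leaves (SD of the median over replicate pairs), and total-count scaling moved the wild-type median most, to 0.999. With genes at 3 counts or fewer set to their bounds, the medians were 0.65 and 0.28. The median genotype interaction was -0.38 (fry on the edgeR fit, adjusted p = 2.613e-06), and 2707 genes (41.8%) had a called weaker rise in the mutant against 218 with a called stronger one. The 6362 genes that fell in guard cells had medians of -0.78 ± 0.03 in wild-type and -0.24 ± 0.02 in mutant leaves, or -0.77 and -0.24 with bounds. Their median interaction was 0.50 (fry on the edgeR fit, adjusted p = 2.613e-06), and 3054 (48.0%) had a called weaker fall in the mutant against 119 with a stronger one. Camera on the edgeR fit gave an adjusted p of 6.633e-36 for the risen and 3.527e-31 for the fallen set.

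Guard cells were compared with wild-type leaves at control to describe the material, which also differs in isolation and RNA kit. The test called 14031 genes, 6741 higher and 7290 lower in guard cells, and 5494 with an absolute log2 fold change of at least 1. Total-count scaling gave 11350 higher and 3821 lower. The median of all genes moved by 0.13 under upper quartile and by 0.38 under total-count scaling. CBL5 (AT4G01420) had 5.30 ± 0.691 cpm in guard cells and 0.145 ± 0.0303 in leaves, a log2 fold change of 5.17 (SE 0.38, edgeR adjusted p = 5.006e-07). AT2G33350 had 6.28 ± 0.434 and 0.182 ± 0.0221 cpm, 5.07 (SE 0.23, edgeR adjusted p = 2.062e-08). AT3G19552, with a share of 0.983 of its exon bases inside another locus, had 22.7 ± 4.19 and 0.727 ± 0.189 cpm, 4.97 (SE 0.28, edgeR adjusted p = 8.098e-08). FSD1 (AT4G25100) had at most 3 counts in guard cells and was at least 312-fold higher in leaves (edgeR adjusted p = 8.478e-04), but its counts in the leaf libraries were 1837 and 107, and without wild-type leaf control replicate 1 the fitted log2 value, which depends on the prior count, was -5.45 in place of -8.78. AT2G01021 was at most 1 count in guard cells and 6.31 ± 0.940 cpm in leaves, at least 73.4-fold higher (edgeR adjusted p = 4.311e-07). Mutant leaves had only 0.293 ± 0.218 cpm of AT2G01021 at control and 0.200 ± 0.113 with ABA, so this difference does not mark leaves as such. MSRB6 (AT4G04840) had 6.37 ± 0.221 and 77.3 ± 9.49 cpm, -3.60 (SE 0.17, edgeR adjusted p = 2.870e-08).

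Mutant and wild-type leaves at control asked what the genotype changes without added ABA. The test called 5930 genes, 2702 higher and 3228 lower in the mutant, of which 597 were higher and 209 lower by an absolute log2 fold change of at least 1. The spread per gene is shared by all groups, and the mutant control replicates differed most, so these p-values may be too small. With only the libraries compared in the fit, 1984 genes were called. Total-count scaling gave 4789 higher and 1675 lower and moved the median of all genes by 0.13. AT1G75945 had 12.9 ± 0.605 cpm in the mutant and 0.0679 ± 0.0611 in wild-type leaves, a log2 fold change of 7.54 (SE 0.31, edgeR adjusted p = 3.572e-07), or 6.81 to 8.81 with 1 library left out, its wild-type counts being 4 and 1. AT3G29000 had 17.3 ± 5.92 and 2.58 ± 0.196 cpm, 2.74 (SE 0.25, edgeR adjusted p = 1.152e-04). AT5G35935 had 18.6 ± 1.63 cpm in the mutant, a log2 fold change of 3.51 (SE 0.70, edgeR adjusted p = 0.00495), but its wild-type counts were 120 and 1, the value was 9.34 without wild-type leaf control replicate 1, and it was not called by DESeq2 or with only the libraries compared (adjusted p from 3.343e-05 to 0.0923 over all alternatives). MRD1 (AT1G53480) had 0.128 ± 0.0825 cpm in the mutant and 23.1 ± 0.778 in wild-type leaves, -7.48 (SE 0.18, edgeR adjusted p = 2.369e-09), or -8.30 to -6.93 with 1 library left out. AT1G07887, whose exons lie wholly inside another locus, had 0.128 ± 0.0825 and 23.1 ± 0.783 cpm, -7.47 (SE 0.18; -8.29 to -6.93 with 1 library left out), and HEI10 (AT1G53490), with a share of 0.413 of its exon bases inside another locus, had 0.737 ± 0.0411 and 24.9 ± 0.761 cpm, -5.07 (SE 0.12), with the same edgeR adjusted p for both.

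Camera called 28 of 56 tests of the 8 lists, all 28 of which were also called by fry (39 calls) and 16 with an estimated correlation, the alternative that moved this count most. All 24 ABA response genes rose in guard cells and in wild-type leaves, also when adjusted over the list alone (24 and 24), with median log2 fold changes of 4.53 (4.39 with bounds) and 4.98. In the mutant the median was 1.70 (1.60 with bounds), and 21 genes were called over all genes, 20 up and 1 down, and 23 adjusted over the list alone. The genotype interaction of this list had a median of -3.50 (camera on the edgeR fit, adjusted p = 1.901e-62), with 23 genes called either way. Of 9 tested receptor genes, 7 fell in each of the 3 ABA contrasts, with medians of -2.45 in guard cells, -1.90 in wild-type leaves and -0.59 in mutant leaves, and the counts called over all genes (8, 8 and 7) were unchanged when adjusted over the list alone. The 12 guard cell genes were all higher in guard cells than in leaves at control (median 3.27). With ABA their median was -1.34 in guard cells (camera on the edgeR fit, adjusted p = 1.384e-09; 11 genes called, 3 up and 8 down, 12 adjusted over the list alone) and 0.47 in wild-type leaves, where members also went both ways (adjusted p = 0.998). Their material interaction had a median of -1.38 (camera on the edgeR fit, adjusted p = 1.276e-30), called with an estimated correlation as well, with 10 genes called and 11 adjusted over the list alone. The 8 mesophyll genes had medians of -1.65 in guard cells against leaves at control, -0.70 with ABA in wild-type leaves, neither called with an estimated correlation, and -0.16, not called, in guard cells. Their material interaction of 0.50 was called (adjusted p = 0.00130; 3 genes called, 6 adjusted over the list alone), and so was their genotype interaction of 0.65 (adjusted p = 0.00419; 6 genes called either way), neither with an estimated correlation. They were already lower in mutant than in wild-type leaves at control (median -0.61, adjusted p = 4.156e-06; 5 genes called, all down, 6 adjusted over the list alone), and the ABA response genes were slightly higher there (median 0.25, 0.32 with bounds, adjusted p = 1.593e-04; 8 genes called up and 1 down, 10 adjusted over the list alone), neither called with an estimated correlation. The 5 epidermis genes had a median material interaction of -0.37 (adjusted p = 0.00169; 3 genes called either way), not called with an estimated correlation. The 5 vasculature genes were higher in guard cells than in leaves at control (median 1.11, adjusted p = 1.187e-07; 5 genes called either way) and lower in mutant than in wild-type leaves at control (median -0.65, adjusted p = 1.734e-05; 3 genes called, 4 adjusted over the list alone), called with an estimated correlation in both. The 16 wounding and touch genes had a median of 0.53 in the mutant at control (adjusted p = 2.769e-04; 7 genes called, 8 adjusted over the list alone) and a genotype interaction of -0.70 (adjusted p = 0.0334; 7 genes called, 9 adjusted over the list alone), neither called with an estimated correlation, and were not called by camera in guard cells against leaves (median -0.64, adjusted p = 0.133). The targeted list had a median of -1.97 in the mutant at control, with 4 genes called either way, and a genotype interaction of -1.91 (adjusted p = 3.225e-08; 4 genes called either way).

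**Figure D4:**
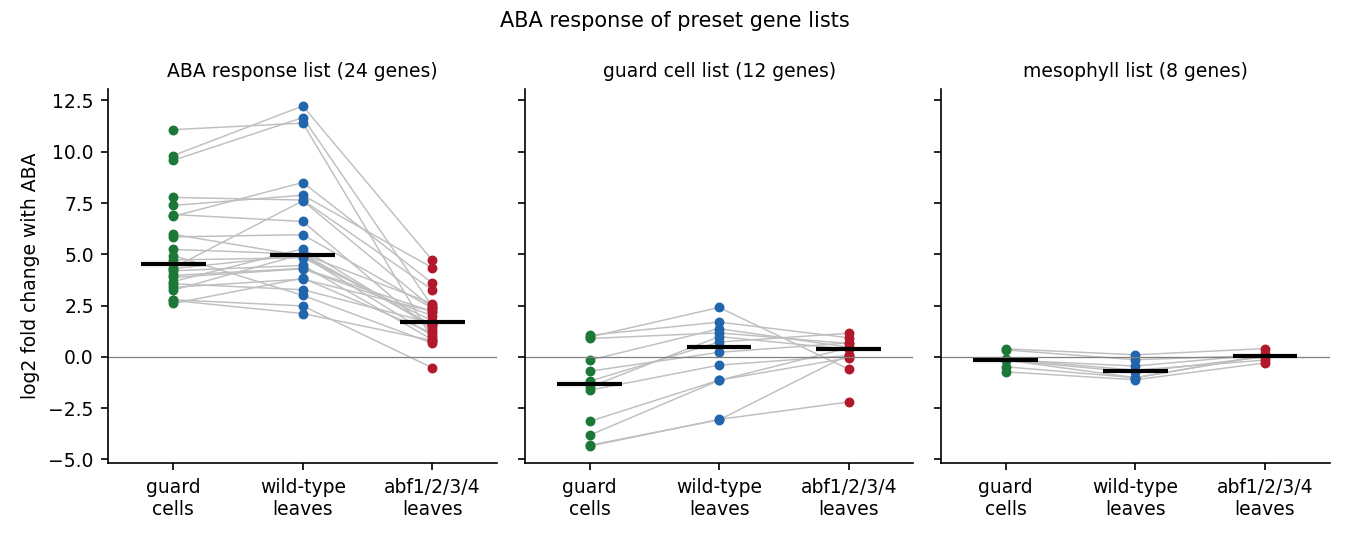
Log2 fold change with ABA of each gene of 3 preset lists in guard cells, wild-type leaves and abf1/2/3/4 leaves; lines join a gene and black bars are medians. Medians of the ABA response list are 4.53, 4.98 and 1.70, those of the guard cell list -1.34, 0.47 and 0.40, and those of the mesophyll list -0.16, -0.70 and 0.06.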

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

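Each result in this part is a difference between groups in the response to ABA, found by testing the difference itself: between guard cell preparations and wild-type leaves (material), or between abf1/2/3/4 and wild-type leaves (genotype). The tests of mislabelling, of the share of guard cells, of mesophyll RNA and of the number of material genes under another scaling were chosen only after the result was seen.

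The response to ABA differed by material for 3362 genes. Depth was argued against as the cause, since 3111 genes were called with every library thinned to the smallest total. An offset for GC content and exon length moved single genes and gave 3304 calls, which argues against these trends as the whole cause. Loci that share over 25% of their exon bases made up 9.49% of the called genes and 12.3% of all tested genes, so shared reads do not account for the count. Total-count scaling called 3451 genes, among them 2260 of the 3362 genes (67.2%). Scaling thus does not account for all of the calls, but whether the rest of the 3362 genes were called depended on it. Scaling is also a candidate explanation for the direction: 65.6% of the called genes had a larger value in guard cells under TMM and 31.9% under total-count scaling. Among genes with an absolute difference of at least 1, 446 were larger and 536 smaller in guard cells under TMM, and 266 and 746 under total-count scaling. Which way most genes differ therefore stays open, and so does a biological difference between the cell types, which the design confounds with the isolation of epidermal fragments and the RNA kit.

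At the level of single genes, the material difference (log2) was -3.27 for RAB18, -1.23 for ABI1 and -2.42 for HAI1 among the ABA response genes, with the list as a whole at a median of -0.33. It was -2.68 for FAMA, -1.24 for MYB60, -1.91 for SLAC1, which overlaps another locus, and -1.31 for AT1G22690 among the guard cell genes, with the list at -1.38. It was 0.58 for RBCS1A and 0.86 for CA1 among the mesophyll genes, with the list at 0.50, and -0.37 for the epidermis list. RBCS1A was not called under total-count scaling (0.41). The value of the ABA response list was not called by camera with an estimated correlation (adjusted p = 0.101). The genes named for the size of their difference were SULTR3;5 at 3.72, AT5G07080 at 3.51, GASA6 at 2.76, Prx37 at -5.34, PYL2 at -4.52 and MGL at -3.70, of which SULTR3;5 and PYL2 have a group with at most 3 counts, so that the fitted value depends on the prior count. Leaving out 1 wild-type leaf library moved 5 of these values by over 1.5 times: HAI1 ranged from -3.89 to -1.64, SULTR3;5 from 3.01 to 7.30, GASA6 from 2.098 to 3.54, PYL2 from -5.26 to -3.60 and Prx37 from -6.12 to -2.76. HAI1 had 9 and 2 counts in the wild-type leaf control libraries, and Prx37 had 11 and 166 with ABA.

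The fall of the guard cell list in guard cell preparations could come from fewer guard cells in the ABA-treated preparations. A lower share would lower all strongly enriched guard cell genes alike. Among 9 such genes, each over 8-fold above leaves at control (log2 enrichment 3.09 to 3.63), the difference from leaves ran from -2.68 to -0.27, a range of 2.40 against a median SE of 0.17, which argues against a lower share as the whole cause. More mesophyll RNA in these preparations was tested with the mesophyll list, which stood at 31.9% of its leaf level in guard cell control libraries. Its rise relative to leaves allows a loss of guard cell RNA of -0.31 (log2), and the mesophyll gene with the largest rise allows -0.95, whereas the guard cell list fell by a median of -1.38 and 9 of its 12 genes lay beyond -0.95. All 12 guard cell genes lay below 0 and all 8 mesophyll genes above 0, also under total-count scaling (medians -1.54 and 0.33). A smaller contribution of mesophyll RNA stays open, and it may explain part of the mesophyll and guard cell values. In wild-type whole leaves, taken without this isolation, 6 genes of the guard cell list were called up and 5 down with ABA (median 0.47). MYB60 (-3.07), AT1G22690 (-3.05) and FAMA (-1.15) were among those that fell there. The further fall in guard cell preparations may lie within guard cells. This stays open as a hypothesis that was not tested apart from the isolation.

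The response to ABA differed by genotype for 7850 genes, and which side held more genes depended on the scaling (57.1% larger in the mutant under TMM, 49.0% with RLE factors). Depth was argued against, with 7416 calls after thinning, as were GC content and exon length, with 7916 calls under the offset, and overlapping loci, with 10.6% of the called genes. Of the 6136 genes called higher with ABA in wild-type leaves under TMM, 49.6% had a called weaker rise in the mutant. Under total-count scaling it was 58.9% of the 4973 genes called higher there. Of the 7520 genes called lower under TMM, 52.3% had a weaker fall, against 44.0% of the 9209 called lower under total-count scaling. These shares moved by close to 10 percentage points in opposite directions, but the genes counted differ between the scalings as well. Weaker responses in the mutant remained on both sides. A mislabelled genotype was argued against: in libraries labelled mutant, ABF3 and ABF4 reached at most 17.1% of the lowest wild-type leaf library of the same treatment. These tests leave loss of ABF function as a hypothesis for the weaker response. Other differences between the mutant line and wild type are also open, including the lowered loci and the control replicates described under other observations. The leaf libraries also differed by genotype in the share of counts in ribosomal RNA loci. It was 0.0241% to 0.0291% in mutant and 0.0775% to 0.103% in wild-type leaves. The cause was not tested, so a difference in handling between the genotypes stays open.

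Genes chosen in guard cells showed the same difference without selection on leaf libraries, with a median genotype difference of -0.38 for those that rose and 0.50 for those that fell. The ABA response list had a median of -3.50, the receptors 0.42, the mesophyll list 0.65, the wounding and touch list -0.70 and the targeted list -1.91, the last of which measures the mutated genes themselves. The receptor value was not called by camera with an estimated correlation (adjusted p = 0.192), and it ranged from 0.345 to 1.36 over the alternatives. The genotype difference was -2.11 for RD29A, -10.52 for RD29B, -5.23 for RAB18, -2.43 for COR15A, -2.68 for ABI1, -7.53 for HAI1, -1.32 for NCED3 and -5.36 for HB7. It was 1.58 for FAMA, 3.17 for MYB60 and 0.85 for AT1G22690, and 0.74 for RBCS1A, 1.09 for CAB3 and 1.07 for CA1. The genes named for their size were EXPA8 at 9.82, XTH31 at 8.06 and GASA6 at 5.43, and SAG29 at -13.48 and AT5G40790 at -13.35. EXPA8, XTH31, SAG29 and AT5G40790 have a group with at most 3 counts, so that the fitted value depends on the prior count. Leaving out 1 library moved 7 of these values by over 1.5 times without a change of sign: COR15A ranged from -2.86 to -1.80, HAI1 from -9.00 to -6.70, EXPA8 from 8.72 to 12.10, XTH31 from 7.44 to 10.27, GASA6 from 4.77 to 6.21, SAG29 from -16.42 to -12.47 and AT5G40790 from -14.23 to -10.86. For COR15A the library was mutant control replicate 1, without which the value was -1.80.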

How the results depend on the processing

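The GC and length offset and the removal of overlapping loci were chosen after seeing the data. The other alternatives were planned. The gene lists were not tested with DESeq2 or with only the libraries compared, and the fry test of the guard cell gene sets was not run under these 2 either. Leaving out organelle loci changed nothing, because they are listed at 0, and says nothing about stability.

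The counts of called genes for the 7 contrasts, the shared calls and the 4 targeted genes stayed within 1.5 times of their main values under RLE, upper quartile and total-count scaling, both other filters, DESeq2, thinning, the offset and the removal of overlapping loci. Shared calls of guard cells and wild-type leaves ranged from 8839 to 11147 against 9928. The targeted genes were all 4 called lower in the mutant under each of these, except that ABF4 is left out with the overlapping loci, where 3 of 3 tested were called. Stricter thresholds lowered counts by their own construction. A minimum absolute log2 fold change of 1 left 4778 genes for ABA in guard cells, 5267 in wild-type leaves, 1573 in mutant leaves, 982 for the material and 3244 for the genotype interaction, 5494 for guard cells against leaves and 806 for mutant against wild-type leaves. An adjusted p under 0.01 left 4762 genes for ABA in mutant leaves, 1263 for the material interaction, 5085 for the genotype interaction and 2792 for mutant against wild-type leaves, and the other 3 counts stayed within 1.5 times.

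With only the libraries compared in the fit, ABA in mutant leaves gave 4718 calls and mutant against wild-type leaves 1984, against 7679 and 5930. These fits hold 4 libraries and estimate the spread from them alone. Both include the mutant control replicates, which differed more than the replicates of any other group.

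Scaling mattered most for direction. Total-count scaling moved the counts of higher and of lower genes by over 1.5 times in 5 of the 7 contrasts. Of these counts, 5 went up and 5 down, with splits given in the results. RLE factors turned the majority of calls in guard cells (6416 higher, 6460 lower), in wild-type leaves and in the genotype interaction. Upper quartile factors turned it in guard cells, in mutant leaves (3487 higher, 4060 lower) and in guard cells against leaves at control (8178 higher, 5979 lower). The cause was not tested beyond the shift of the median of all genes. DESeq2 lowered the higher genes of the material interaction to 1412 from 2204. Total-count scaling reversed the sign of 4 small changes in mutant leaves, none of them called in either fit: MYB60 (-0.0541), CAB3 (-0.0857), CA1 (-0.101) and ABF4 (-0.0192). The GC and length offset reversed RBCS1A (0.0668) and CA1 (-0.0106) there, also not called. The adjusted p over all alternatives ranged from 0.400 to 0.895 for MYB60, 0.586 to 0.933 for CAB3, 0.374 to 0.989 for CA1, 0.518 to 0.964 for ABF4 and 0.215 to 1 for RBCS1A.

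The median log2 fold change in leaves of genes chosen in guard cells moved by more than the replicate spread under several settings, which also change the genes chosen. For risen genes in wild-type leaves it was 0.73 with RLE factors, 0.76 with upper quartile factors, 0.999 with total counts, 0.70 without a filter, 0.61 with a minimum mean of 50 counts and 0.81 with DESeq2. For risen genes in the mutant it was 0.26 with a minimum mean of 50 counts, 0.30 with DESeq2 and 0.22 with only the libraries compared. For fallen genes it was -0.70 with RLE factors, -0.64 with total counts and -0.67 with only the libraries compared in wild-type leaves, and -0.29 with total counts and -0.28 with only the libraries compared in the mutant. The cause was not tested. The mutant median stayed closer to 0 than the wild-type median under each of these. The median genotype difference ranged from -0.71 to -0.36 for risen genes (fry p from 8.262e-07 to 3.984e-04) and from 0.28 to 0.52 for fallen genes (fry p from 4.853e-07 to 0.00101).

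Leaving out 1 library leaves 1 library in a group, so only values were compared. The medians ranged from 0.64 to 0.67 (risen, wild type), 0.26 to 0.30 (risen, mutant), -0.81 to -0.76 (fallen, wild type) and -0.26 to -0.22 (fallen, mutant), where the value nearest to 0 came without mutant control replicate 1. Of 752 values of named genes with 1 library left out, 54, in 29 of 145 results, moved by over 1.5 times, and 5 changed sign, in 4 results that were not called: KAT1 in the material interaction (0.01 without wild-type leaf ABA replicate 2), and in mutant leaves RBCS1A (0.02 without mutant control replicate 2 and 0.10 without mutant ABA replicate 2), CAB3 (-0.11 without mutant ABA replicate 1) and CA1 (-0.03 without the same library).

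Camera with an estimated correlation called 16 list tests against 28, and fry called 39. Across the alternatives of the list tests other than leaving out libraries, 22 results were newly called and 13 were no longer called, 12 of these 13 under the estimated correlation. Of the named gene results, 10 were newly called and 10 no longer called, and 1555 kept their direction and their side of the threshold, with the organelle setting left out of these counts.

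Replicate numbers did not pair the samples: deviations of same-numbered libraries from their group means correlated at 0.04 between guard cell groups, -0.07 between wild-type leaf groups and 0.09 between mutant leaf groups (Pearson, across genes). With replicate number as a block within each plant material, guard cells and the leaf groups gave 12494, 13390 and 7223 calls for ABA, the interactions 2922 and 7450, and guard cells against leaves 12107. Mutant against wild-type leaves gave 2494 calls against 5930. The block takes degrees of freedom and ties each control mean to the other libraries of its material. The median of risen genes in wild-type leaves was 0.68 with the block.

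The depth of at least 25294558 counts per library limits genes near 0: a group with at most 3 counts in every library allows only a bound on the fold, and no fold where both groups are that low. After thinning to the smallest total, the 7 counts of called genes stayed within 1.5 times.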

Other observations

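The tests of the loci lowered together, of the mutant control replicates, of the mutant-high genes and of a lower share of mesophyll were chosen only after the result was seen, and the second vein list was written after the value of the preset vasculature list was known.

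ABF proteins bind the ABA-responsive element (ABRE), so genes that need them might carry it near their start. Genes that rose with ABA in wild-type leaves by a log2 fold change of at least 1 were divided into 748 that lost their rise in the mutant (called genotype interaction, not called higher in the mutant) and 392 that kept it (called higher in the mutant, no called interaction). The motif ACGTGKC, with K for G or T, lay within 500 bases upstream in 163 of the first (21.8%) and in 63 of the second (16.1%), an odds ratio of 1.45 (Fisher's exact test, two-sided, p = 0.0232). Within 5 equal groups by wild-type response the odds ratio was 1.46 (exact conditional test, p = 0.0232), and median responses were alike (1.65 and 1.67). Between 1500 and 2000 bases upstream, 6.68% and 5.36% carried it (odds ratio 1.27, Fisher's exact test, two-sided, p = 0.439). The difference between the near and far odds ratios was not tested. Of all 22337 tested genes with upstream sequence, 9.76% carried the motif within 500 bases. These values are in line with a direct ABF effect on some of the genes, but most genes that lost their rise had no such motif.

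Insertion lines can carry linked differences beside the inserted loci. Among the 100 tested genes on either side of ABF1, ABF2, ABF3 and ABF4, 56, 60, 60 and 32 genes were called between mutant and wild-type leaves at control. Random windows had a median of 54 and a 95th percentile of 64, so 0 of the 4 windows exceeded it. This argues against many added differences within these windows. Since random windows already held a median of 54 calls, a few linked differences could not be seen. Loci farther from the ABF genes were not covered.

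The 3 most lowered genes of the mutant at control, MRD1, AT1G07887 and HEI10, are consecutive loci. Under ABA, MRD1 and AT1G07887 had at most 3 counts in the mutant and were at least 184-fold and 183-fold lower than in wild-type leaves, and HEI10 had a log2 fold change of -4.71. MRD1 had 1 to 5 counts in the mutant leaf libraries and 491 to 957 in wild-type leaves, and HEI10 had 16 to 34 and 541 to 1029. The loci overlap, and most HEI10 counts could be shared with MRD1. Counts of HEI10 beyond those of MRD1 were still 2.89-fold higher in wild-type leaves (1.78 to 2.09 cpm) than in mutant leaves (0.522 to 0.765 cpm), which argues against shared reads as the whole cause for HEI10. For AT1G07887 a signal of its own cannot be seen, as its counts nearly equal those of MRD1. Of the neighbours, MUM4 and AT1G07893 changed by 0.14 and 0.09 at control and 0.15 and 0.11 under ABA, and MSL4 by 0.01 at control but by -2.45 under ABA. U6.9p, next to MRD1, had 0 to 3 counts in mutant and 5 to 17 in wild-type leaves. It was not called at control (edgeR adjusted p = 0.633) and was at least 3.83-fold lower under ABA (edgeR adjusted p = 2.131e-04). MSL4 itself was not lost, as it had 53 to 136 counts in mutant leaves and was unchanged at control. Its lower value under ABA (-2.45) therefore does not decide what happened at the lowered loci. A structural difference in the mutant line at this locus and a regulatory loss cannot be told apart, because no sequence reads were analysed here.

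The mutant leaf control replicates differed more than the others: 329 genes were over 2-fold apart, against 7 to 71 in the other groups. Thinned to equal depth the number was 323, against 7 to 54 elsewhere, which argues against depth or random counting. Replicate 2 had the higher value for PR1 (148.9 against 18.4 cpm) and PBS3 (28.4 against 4.67 cpm), which prompted a list of 17 salicylic acid genes. Without these 2 genes, the median difference of the other 15 was 1.24 (log2), at percentile 100 of 10000 random lists matched on expression, whose central 95% ran from -0.15 to 0.13. With them it was 1.46. Further genes were BGL2 at 588 against 248 cpm and PR5 at 540 against 249 cpm. The wounding and touch list lay at percentile 88.5. The salicylic acid list without these 2 genes also lay outside the random lists in wild-type leaf control (-0.29), wild-type leaf ABA (-0.30) and mutant leaf ABA (0.50), by less. In guard cell control (-0.096) it lay at percentile 1.8, just beyond the central 95% (-0.089 to 0.081). In guard cell ABA it lay at percentile 20.3. A defence state in some plants of 1 library may explain the difference. The list shares no gene with the preset lists, its genes also have counts in the other leaf libraries, and the origin of such a state was not tested.

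These replicates bear on the 597 genes called higher in the mutant at control with a log2 fold change of at least 1. Without mutant control replicate 2, 248 of them (41.5%) had a value under 1 and the median fell from 1.42 to 1.09. Without replicate 1, 32 did, with a median of 1.62. Of the 209 genes lower by as much, 42 and 18 crossed -1. Replicate 2 thus does not account for most of the higher genes, but it may raise the count.

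The preset vasculature list was higher in guard cell preparations than in leaves at control (median 1.11, percentile 99.8 of random lists), although guard cells form no veins. A second vein list of 15 genes, most of them phloem genes and none on a preset list, was then tested. Its median was 1.77, at percentile 100 of random lists (central 95% from -0.46 to 0.39), with 12 genes called higher and 1, XCP1, lower. The most abundant was PP2-A1, at 1369.9 cpm in guard cells and 210.1 in leaves, followed by SEOa at 251 and 59.1 and NAKR1 at 193 and 23.8. All 15 genes also had counts in leaves. A lower share of mesophyll would raise these genes alike. Among the 12 with at least 5 cpm in both materials, the log2 fold change ran from -0.51 (XCP1) to 3.02 (NAKR1), a range of 3.53 against a median SE of 0.11, which argues against it as the whole cause. Vein cells attached to the epidermal fragments are a candidate source, but the genes did not rise alike, so that whole veins are not shown. Expression in guard cells themselves and the RNA kit stay open, since the design confounds them with the material.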
